A study of Danio rerio with 63 samples. Its data were reported in "Dynamics in zebrafish development define transcriptomic specificity after angiogenesis inhibitor exposure" (2025).

How the data were processed

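Total RNA of pools of whole zebrafish embryos was measured on Agilent arrays with 1 colour, 1 array per pool, as 63 arrays on 8 slides. Per the file headers and the methods, the authors scanned the arrays and ran Agilent Feature Extraction, which gave the spot intensities as deposited: a processed signal per spot, corrected for background within the array, and the median signal of the spot and of its local background. Per the methods, the authors made the deposited value table of log2 values by cyclic loess normalisation between arrays with limma, with the median over the spots of a probe. The study's supplement names R 4.3.0. Each column of that table followed the log2 processed signal of its own array (r = 0.993 to 1.00) more closely than the linear signal (r = 0.339 to 0.498). Its columns had medians of 8.04 to 8.36 and are not centred.

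Each array held 62976 spots. Of 60022 probes that are not controls, 55321 name a zebrafish transcript, each transcript with 1 probe, and 4701 probes of predicted genes were left out. The log2 processed signals were normalised here over all 63 arrays by cyclic loess, following the methods, with R 4.3.3 and limma 3.58.1, and the spots of a probe were summarised by their median. Control spots were left out, as were spots that the scanner software marked as outliers. The smooth model, the placement of age and the additive fit need a value for every spot, so marked spots were kept there. A transcript was tested where its probe was well above background on at least 4 arrays, which left 54867. The share of probes well above background had a median of 94.7% and was lowest, 81.6% to 87.8%, at 3 and 6 hpf, so that dim transcripts of the youngest embryos are measured least precisely.

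Groups were taken from the sample labels. The limma fit had 1 mean for each combination of scenario, concentration and age. Treated combinations hold 1 array, so the spread came from the control pairs and treated arrays were assumed to vary like controls. Contrasts were means over ages 3 to 24 hpf, 27 to 72 hpf and 96 hpf, single ages, differences between concentrations, and the early minus the late change at 2 µM. Benjamini-Hochberg adjusted p under 0.05 was the threshold within a contrast. Within a scenario all arrays of an age lie on the same slide, so contrasts with controls of that age lie within slides. The early minus the late change compares such differences between slides. A slide block changes nothing by construction.

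The smooth model followed the study's stated method, a generalized additive model per transcript (mgcv 1.9.3) with a smooth of time for each concentration. A transcript was called where its mean area per hour outside the 95% interval was over 0.046, and the interval was computed from the model covariance in place of simulated curves. The expression age of an array was its place on the path of the control means of its scenario over the 2000 transcripts with the largest variance, and shifts of transcript groups were medians over members of treated minus control. Both were tested by exact permutation of treated and control arrays within ages. Groups chosen on the arrays of one scenario were followed on the other, and developmental classes (over 4-fold between ages) were defined on controls that the comparison did not use. Age and group tests were adjusted over 9 and 36 tests. The transcript groups were chosen after the data were examined.

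On simulated data for early 2 µM against control at 27 to 72 hpf, limma called 92% of 2-fold and 99% of 4-fold changes and 11 unchanged transcripts of 54867. The smooth model, tested on 3200 transcripts for the same condition, called 85% and 97% of such changes and 3.47% of the unchanged transcripts. These simulations held independent noise of the same spread on every array, with no noise shared within an array and no poor arrays. On the real arrays, control replicate 2 against control replicate 1 gave smooth model calls for 8.55% (early) and 10.7% (late) of the transcripts. The simulated rates may therefore not hold for the real arrays. The calls of the smooth model matched those of the mgcv function gam for 100% of 200 transcripts in each scenario. For early 1 µM, embryos simulated at an age 10% below their sampling age were placed at 89.4% of the sampling age.

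The transcript groups, the limits that define the 6 arrays named in the results and most tests of explanations were chosen after the data were examined. The limma, smooth model and age tests, their thresholds and the named-transcript rule were fixed before. That rule named the transcripts with the largest rise or fall among those passing, with the same sign at each age. It also asked for gene symbols. Of the transcript identifiers, 0 were found in the reference tables used here, so at most 2 identifiers that rose and 2 that fell are given, those the rule named in most conditions and then by mean change, a choice made after the data were examined. Tests of gene lists, of vessel genes per age, of cell type markers and of a second probe per gene need gene names and were not run. The alternatives tried were 75th percentile scaling, normexp background correction (offset 50, on median signals, as mean signals were not used here) with quantile normalisation, the authors' value table, other filters, separate normalisation of the scenarios, the additive fit, other settings of the smooth model and the placement, and leaving out each array. Chosen after the data were examined were the fits without the 6 arrays, with marked spots kept, and with control arrays split between conditions, and for the smooth model the overlap of 5 simulations of 5000 unchanged transcripts.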

Results

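Whole zebrafish embryos exposed to SU4312, an inhibitor of the receptor tyrosine kinases that drive blood vessel growth, were profiled on 63 arrays. In the early scenario the exposure began at 2 hours post fertilisation (hpf), and embryos were sampled at 10 ages from 3 to 96 hpf: 19 arrays held solvent controls, 10 held embryos at 1 µM and 10 held embryos at 2 µM. In the late scenario the exposure began at 24 hpf, and embryos were sampled at 6 ages from 27 to 96 hpf: 12 arrays held controls, 6 held 2 µM and 6 held 5 µM. Each array measured a pool of embryos. Each age had 2 control arrays, except 1 at 36 hpf in the early scenario, and 1 array per concentration, so no SD can be given for a treated group. Controls and treated arrays lay in different columns of a slide, the same columns at each age except 72 hpf of the early scenario. Position on the slide therefore goes with treatment at every other age. Between 81.6% and 97.8% of the probes were well above background on an array, with the lowest shares (81.6% to 87.8%) at 3 and 6 hpf. Levels were compared for 54867 transcripts, which are given by their identifiers because no table pairs them with gene names here. The study describes each replicate as a pool of vials, and nothing says that the replicates came from separate spawnings, so the p-values measure only the spread between these pools. On 6 treated arrays, either over 1000 spots carried an outlier mark or the slope of the spike-in RNA was below 0.95. This held for 0 of the 31 control arrays, and the limits were set after the arrays were seen. The study had flagged a control array of the early scenario as an outlier and removed it, at the age with a lone control. It names no treated array here as an outlier. The control count therefore covers only arrays left after that removal. Of the 63 arrays, 8 had no spike-in slope and could be judged by marked spots alone. The 6 treated arrays were early 1 µM at 27 and 36 hpf, early 2 µM at 12, 36 and 72 hpf, and late 5 µM at 48 hpf. With 1 treated array per age, leaving them out also removes these ages from the contrasts.

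The first question was how the transcriptome of embryos differed from 27 to 72 hpf after an early start. Between 27 and 72 hpf, 13188 transcripts differed from controls at 2 µM, of which 4641 were higher and 8547 lower. At 1 µM, 5378 differed, of which 2705 were higher and 2673 lower. Most changes were small: the median size among the transcripts called was 0.40 on the log2 scale at 2 µM and 0.46 at 1 µM, and 971 and 558 transcripts changed by more than 2-fold. ENSDART00000038200 had the largest rise at 1 µM, with a log2 change of 3.56 ± 0.35 (SE, limma adjusted p = 5.67e-06), and it rose by 2.83 ± 0.35 at 2 µM (adjusted p = 8.62e-05). ENSDART00000114928 had the largest fall at 2 µM, with a log2 change of -2.12 ± 0.24 (limma adjusted p = 2.88e-05), and it was also lower at 1 µM (-1.19 ± 0.24, adjusted p = 0.00311), a call lost without the 6 arrays named above (-0.71, adjusted p = 0.738). Without those arrays, 2337 transcripts differed at 2 µM over 27, 30 and 48 hpf (760 higher, 1577 lower). At 1 µM, 50 differed over 30, 48 and 72 hpf (48 higher, 2 lower), so these counts cover different ages. Of them, 2124 and 44 were called in the same direction with all arrays. Single arrays that moved a count by over 1.5 times were, at 2 µM, those at 27 hpf (8743 transcripts without it), 36 hpf (8332) and 72 hpf (7052), and at 1 µM those at 27 hpf (310) and 36 hpf (2754). Leaving out the lone control at 36 hpf removes that age, with the same counts. An additive limma fit, whose spread also held how the treated difference varied between ages, called 2484 transcripts at 2 µM and 25 at 1 µM. With normexp and quantile normalisation, 11387 differed at 1 µM, of which 33.8% were higher.

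During the first day, 4177 transcripts differed from controls at 2 µM (2323 higher, 1854 lower) and 1592 at 1 µM (868 higher, 724 lower). ENSDART00000067478 was higher at 1 µM at each of the 4 ages, with a mean log2 change of 1.56 ± 0.19 (SE, limma adjusted p = 0.00022), whereas at 2 µM its change was 0.07 ± 0.19 (adjusted p = 0.891). The 5919 transcripts that fell over 4-fold from 3 to 24 hpf in control replicate 1 were tested against control replicate 2 and had a median shift of -0.01 at 1 µM and 0.01 at 2 µM (exact permutation test, p = 1 and p = 0.875). The 7546 transcripts that rose from 3 to 12 hpf had median shifts of -0.07 and -0.09 (exact p = 0.375 and p = 0.5). With 1 treated and 1 control array per age, 0.125 is the smallest p these tests on both sides can give over 4 ages. The 3377 transcripts that rose from 12 to 24 hpf had shifts of -0.09 and 0.02 (exact p = 0.5 and p = 1). Their medians were -0.36 (1 µM) and -0.44 (2 µM) at 24 hpf and 0.78 at 12 hpf at 2 µM. With that last array left out, the shift at 2 µM was -0.23 at 3 of 3 ages (exact p = 0.25, the smallest that 3 ages allow here). Without the 12 hpf array at 2 µM, 692 transcripts differed at that concentration (323 higher, 369 lower). With the 3 hpf array at 2 µM left out, the count was 6892. At 1 µM it was 3155 and 2856 without control replicate 1 and 2 at 3 hpf. The additive limma fit called 0 transcripts at either concentration, where 4402 (2 µM) and 2915 (1 µM) had an unadjusted p under 0.05.

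Across single ages, the largest sets of differing transcripts lay on the 6 arrays named above. At 2 µM of the early scenario, 18801 transcripts differed at 12 hpf and 8996 at 72 hpf. At 1 µM, 7607 differed at 27 hpf and 5695 at 36 hpf, and 7324 differed at 5 µM of the late scenario at 48 hpf. The median was 7465.5 transcripts on these 6 arrays and 39 on the other 26 treated arrays (one-sided exact permutation test of the log10 counts, p = 1.1e-06, the smallest it can give). The limits that define the 6 were set after the arrays were seen, so this p is not an independent test of array quality. Late 5 µM at 48 hpf had 48 marked spots and entered by its spike-in slope alone. Among the other 26, the counts at 1 µM of the early scenario were highest in the youngest embryos, with 2224 at 3 hpf, 1189 at 6 hpf and 1963 at 12 hpf. The 3 hpf array at 1 µM also had the most marked spots of these 26 (597), and dim transcripts are measured least precisely at 3 and 6 hpf. At 2 µM the highest counts were 1298 at 27 hpf, 1173 at 3 hpf and 575 at 6 hpf. At 96 hpf between 2 and 33 transcripts differed in the 4 conditions. The number of calls rose with the number of marked spots over the 32 treated arrays (r = 0.73, permutation p = 1e-05, the smallest that the permutations can give, adjusted over 2 relations 2e-05). Spearman's rho was 0.61 (permutation p = 0.00028, adjusted 0.00056), and without the 2 arrays farthest from the median r was 0.66. With the spike-in slope, over the 27 treated arrays that had one, the calls had r = -0.34 (permutation p = 0.0714) and rho = -0.10 (permutation p = 0.612), and r was 0.11 without the 2 farthest arrays.

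**Figure D1:**
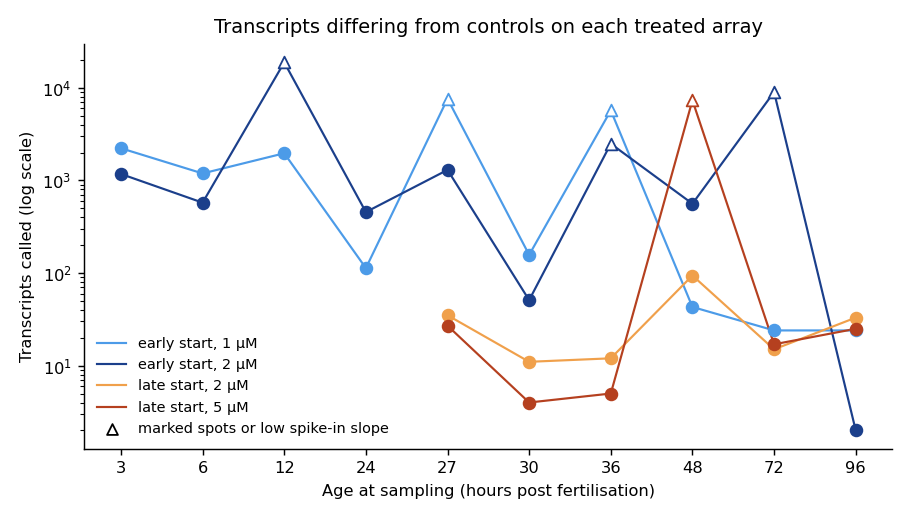
Number of transcripts that differed from the controls of the same age (limma, log scale) against age in hpf, 1 point per treated array and 1 line per scenario and concentration. Open triangles mark the 6 arrays with over 1000 marked spots or a spike-in slope below 0.95, which hold between 2488 and 18801 transcripts, against 2 to 2224 on the other 26.

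The late scenario asked what an exposure from 24 hpf changes while vessels form. Between 27 and 72 hpf, 46 transcripts differed at 2 µM (39 higher, 7 lower) and 495 at 5 µM (166 higher, 329 lower). The additive limma fit called 3 and 1. ENSDART00000038200 rose most at both concentrations, with a mean log2 change of 3.02 ± 0.33 (SE, limma adjusted p = 0.000524) at 2 µM and a 4.92-fold rise (limma adjusted p = 0.00406) at 5 µM. Its change was -0.25 at 27 hpf and 4.97 at 36 hpf at 2 µM, and -1.83 and 3.85 at 5 µM. ENSDART00000073410 was lower at each of the 5 ages, by -0.97 ± 0.16 at 2 µM (limma adjusted p = 0.02) and -0.98 ± 0.16 at 5 µM (adjusted p = 0.00597). ENSDART00000067478 rose by 1.55 ± 0.17 at 2 µM (limma adjusted p = 0.000524), whereas its change at 5 µM was 0.65 ± 0.17 (adjusted p = 0.0821). On the 1 array at 2 µM and 96 hpf it was higher by 2.42 ± 0.39 (limma adjusted p = 0.0232), where 33 transcripts were called, and 7 or 13 without 1 of the controls. Without the 48 hpf array at 5 µM, 11 transcripts differed at that concentration (9 higher, 2 lower), 10 of them called in the same direction with all arrays. There, neither ENSDART00000038200 (1.78, limma adjusted p = 0.258) nor ENSDART00000073410 (-0.71, adjusted p = 0.478) passed. The count at 5 µM was 2837 without the 27 hpf array, and 9 of 15 single arrays moved it by over 1.5 times. The direction at 5 µM depended on scaling: 33.5% of the calls were higher here, against 90.9% of 1315 calls with 75th percentile scaling. The count at 2 µM moved between 11 and 201 when single arrays were left out, the lowest without the 2 µM array at 48 hpf and the highest without control replicate 1 at 30 hpf. In all, 8 of 15 arrays moved it by over 1.5 times.

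Direct comparison of the concentrations found 693 transcripts that differed between 2 and 1 µM after the early start at 27 to 72 hpf (456 higher and 237 lower at 2 µM), 1380 at 3 to 24 hpf (882 higher, 498 lower) and 25 at 96 hpf. Between 5 and 2 µM after the late start, 15 differed at 27 to 72 hpf (1 higher, 14 lower) and 8 at 96 hpf. With the 6 arrays left out, the early count was 53 over 30 and 48 hpf alone (21 higher, 32 lower, so that the direction turned). This turn sets 2 ages against 5, so it cannot be put down to array quality. The late count was 8 over 4 ages (3 higher, 5 lower). At 3 to 24 hpf, with 3 ages left, 955 differed (488 higher, 467 lower). The early count at 27 to 72 hpf was 78 without the age of 27 hpf, 1067 without 30 hpf and 1231 without 72 hpf, and the late one lay between 8 without 48 hpf and 49 without 30 hpf. At 3 to 24 hpf it was 2450 without 24 hpf. The additive limma fit, which was not run at 96 hpf, called 0 for 2 against 1 µM at 27 to 72 hpf (2784 at an unadjusted p under 0.05) and at 3 to 24 hpf (1759), and 0 for 5 against 2 µM at 27 to 72 hpf (1464).

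The response at 2 µM, which both scenarios share, was compared between the starts at the same ages. At each of these ages the early embryos had also been exposed for longer, and the scenarios lie on different slides. The start can therefore not be told apart from the length of exposure. The change from controls differed between the starts for 552 transcripts at 27 to 72 hpf, of which 300 were higher after the early start and 252 lower (limma). ENSDART00000114928 fell further after the early start, with a difference of -1.61 ± 0.33 on the log2 scale (limma adjusted p = 0.0281). With fewer arrays, the 6 left out, it was -1.69 (adjusted p = 0.0808). ENSDART00000038200 did not pass this test (-0.18 ± 0.48, limma adjusted p = 0.88). When the 6 arrays were left out, which leaves 3 ages, 203 transcripts differed (91 higher, 112 lower), 112 of them called in the same direction with all arrays. The additive limma fit called 0 (7797 at an unadjusted p under 0.05). With normexp and quantile normalisation, 2789 differed, of which 35.2% were higher, so that the direction turned. Of 29 single arrays, 20 moved the count by over 1.5 times, from 74 without either 2 µM array at 27 hpf to 1398 without either at 48 hpf.

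**Figure D2:**
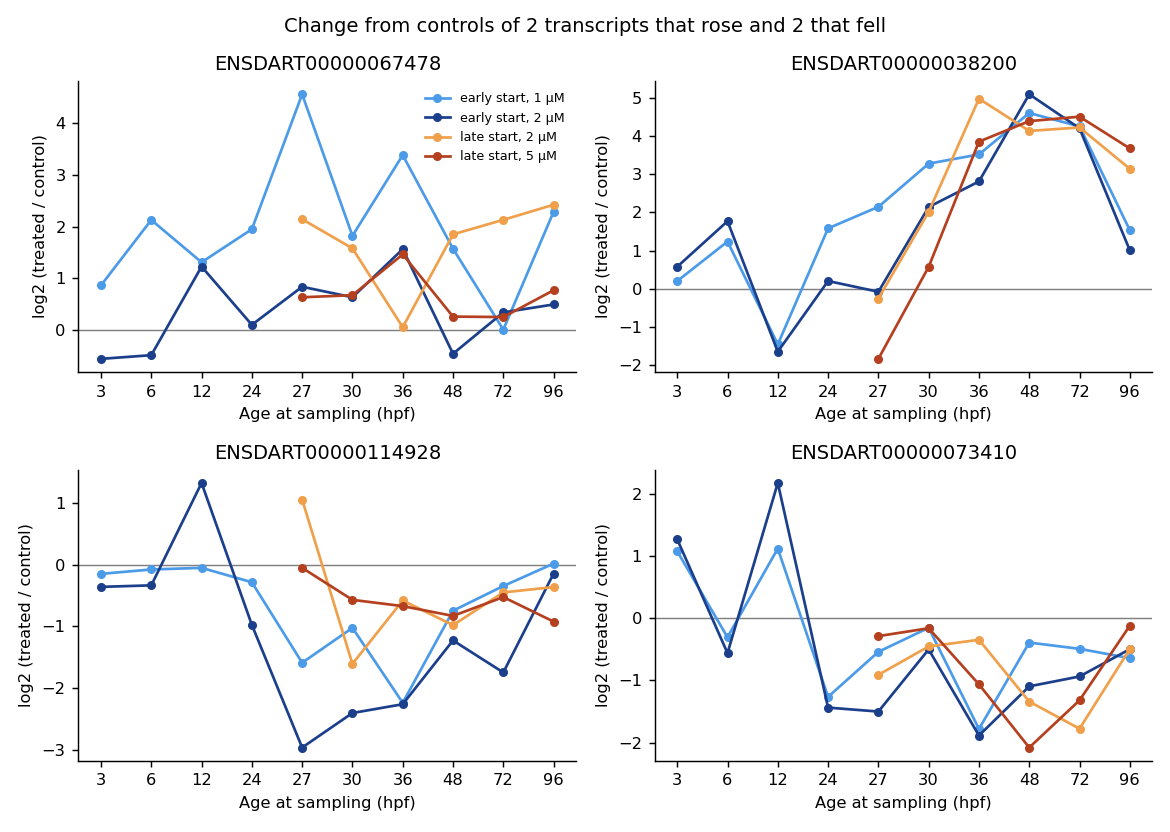
Log2 change from the controls of the same age against age in hpf for 2 transcripts that rose (top) and 2 that fell (bottom), 1 point per treated array and 1 line per scenario and concentration. ENSDART00000038200 reached 4.13 or more in all 4 conditions at 48 hpf, after -0.25 at 2 µM and -1.83 at 5 µM at 27 hpf of the late scenario. Its level in the late controls was higher at 27 hpf than at later ages from 36 hpf on, which is part of that change.

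A group of transcripts rose after both starts. The 39 transcripts that were higher at 2 µM of the late scenario were also higher in the early scenario, whose arrays did not choose them: their median log2 change at 27 to 72 hpf was 0.44 at 1 µM and 0.38 at 2 µM, positive at 5 of 5 ages at each concentration (exact permutation test within ages, both sides, p = 0.00617 for each, the smallest it can give, adjusted over 36 tests 0.0317). Of the 39, 23 were called higher at 1 µM with 0 lower, and 23 higher at 2 µM with 1 lower, against 7 and 13 higher without the 6 arrays. At 3 to 24 hpf the shift was 0.29 at 1 µM (4 of 4 ages, exact p = 0.0123, adjusted 0.0494) and 0.14 at 2 µM (3 of 4 ages, exact p = 0.037, adjusted 0.121). Leaving out 10 of 12 single arrays took the shift at 2 µM above 0.05, with exact p up to 0.148 without the 12 hpf array. The 31 transcripts that were higher at both early concentrations without the 6 arrays were in turn higher in the late scenario, by 0.33 at 2 µM and 0.35 at 5 µM (5 of 5 ages at each, exact p = 0.00412, the smallest possible, adjusted 0.0317). The lists of 39 and 31 shared 6 transcripts, against 0.022 for independent lists. The shift of the 39 without the 6 arrays was 0.35 at 1 µM and 0.34 at 2 µM over 3 of 3 ages (exact p = 0.037 each, the smallest possible, adjusted 0.19). The larger sets of 760 and 1577 transcripts that were higher and lower at early 2 µM had late shifts of 0.05 and -0.09 at 2 µM (exact p = 0.103 and p = 0.0823).

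Transcripts that embryos switch on during the second day were lower after the early start. The 2147 transcripts that rose at least 4-fold from 27 to 48 hpf in the controls of the late scenario had median log2 changes of -0.31 at 1 µM and -0.50 at 2 µM of the early scenario, negative at 5 of 5 ages at each concentration (exact permutation test, p = 0.00617 each, the smallest possible, adjusted 0.0317). Of these, 1175 were called lower and 5 higher at 2 µM, and 384 lower and 8 higher at 1 µM. With the 6 arrays left out, limma called 500 lower and 3 higher at 2 µM and 0 in either direction at 1 µM, where 181 had an unadjusted p under 0.05. The 3905 transcripts that rose from 27 to 96 hpf shifted by -0.37 at 2 µM (exact p = 0.00617, adjusted 0.0317) and by -0.23 at 1 µM (exact p = 0.0185, adjusted 0.0667). Without the 6 arrays these shifts were -0.26 (3 of 3 ages, exact p = 0.037, the smallest possible, adjusted 0.19) and -0.10 (2 of 3 ages, exact p = 0.185). The 1462 that fell over that period had shifts of 0.06 and 0.05 that did not pass (exact p = 0.154 and p = 0.241). At 96 hpf the 2147 transcripts had changes of -0.02 at 2 µM and 0.01 at 1 µM. After the late start, the 2472 transcripts switched on from 24 to 48 hpf in the early controls had shifts of -0.13 at 2 µM and -0.14 at 5 µM that did not pass (exact p = 0.0988 and p = 0.115). After the early start, leaving out the 6 arrays gave -0.43 at 2 µM (3 of 3 ages, exact p = 0.037, the smallest possible, adjusted 0.19) and -0.14 at 1 µM (3 of 3 ages, exact p = 0.111). Leaving out single arrays ended the call at 1 µM without the 27 hpf array (-0.28, exact p = 0.0556), and the late shift at 2 µM passed without control replicate 1 at 72 hpf (-0.16, exact p = 0.037).

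**Figure D3:**
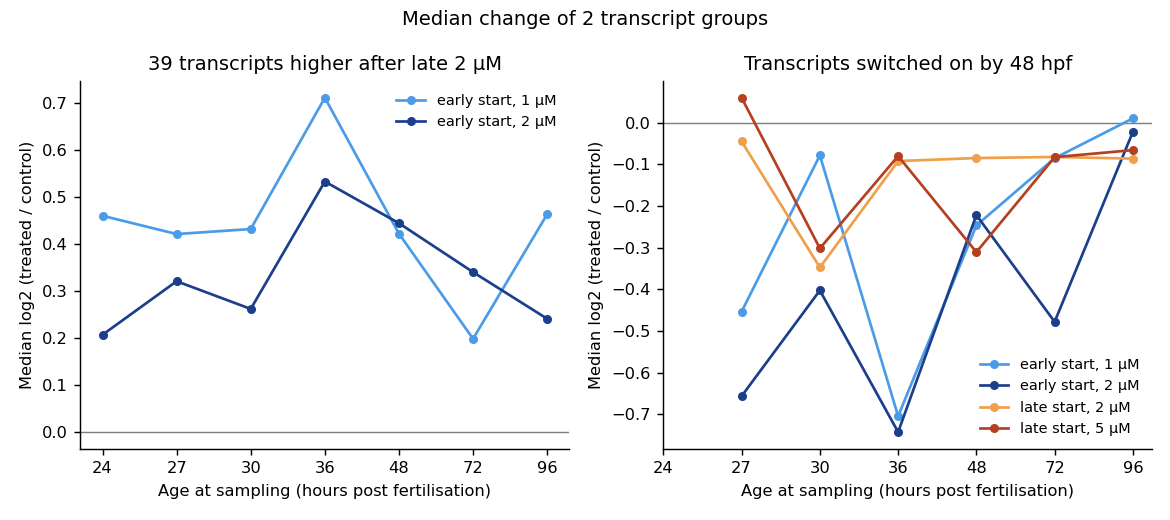
Median log2 change from controls against age in hpf for the 39 transcripts that were higher at 2 µM of the late scenario, drawn for the early scenario (left), and for transcripts switched on by 48 hpf, drawn for all 4 conditions (right). On the right the sets differ: the early lines follow the 2147 transcripts defined on late controls, the late lines the 2472 defined on early controls. Each point is 1 treated array, and from 24 to 96 hpf the 39 lie above 0 throughout (at 3 hpf, not drawn, their median was -0.03 at 2 µM), while the switched-on transcripts lie below 0 at all 5 ages from 27 to 72 hpf after the early start.

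The expression age of the embryos, read from the 2000 transcripts that vary most over time in controls, was lower after the early start. Between 27 and 72 hpf the treated embryos were placed 6.94% younger than controls at 1 µM and 10.5% younger at 2 µM, at 5 of 5 ages at each concentration (exact permutation test within ages, both sides, p = 0.00617, the smallest possible, adjusted over 9 tests 0.0278). At 3 to 24 hpf the embryos at 1 µM were placed 3.73% younger at 4 of 4 ages (exact p = 0.0247, adjusted 0.0741). This p rose above 0.05 without 7 of 12 single arrays, up to 0.148 without the 1 µM array at 24 hpf. At 2 µM they were placed 2.62% older at 2 of 4 ages (exact p = 0.457). Without the 12 hpf array the embryos at 2 µM were placed 1.52% younger at 2 of 3 ages (exact p = 0.667). After the late start the differences of 3.55% at 2 µM and 5.02% at 5 µM, also towards younger, did not pass (exact p = 0.337 and p = 0.226). The early embryos at 2 µM were placed 7.21% younger than the late ones relative to controls, which did not pass either (exact p = 0.182, adjusted 0.407). Control arrays of the same age differed from each other by a median of 4.35% and at most 20.7% over 15 pairs. The early embryos, without the 6 arrays, were placed 5.43% younger at 1 µM (3 of 3 ages, exact p = 0.0741) and 8.35% younger at 2 µM (3 of 3 ages, exact p = 0.037, the smallest possible).

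**Figure D4:**
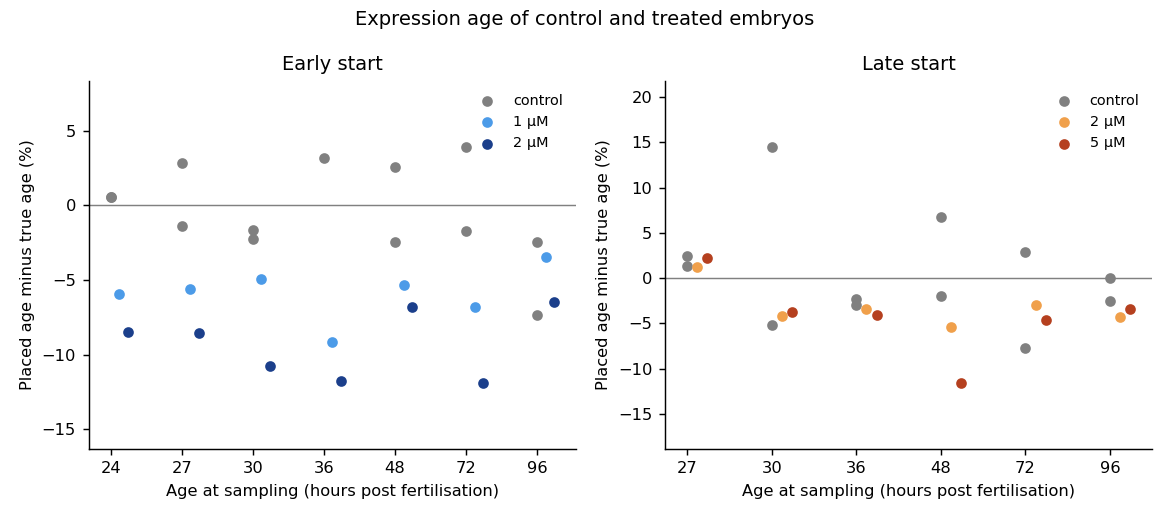
Difference between the placed and the true age in percent against true age in hpf, 1 point per array, for the early (left) and the late (right) scenario. In the early scenario the treated arrays lie below the controls from 24 to 72 hpf, while 1 control of the late scenario at 30 hpf lies far above its pair.

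A smooth model of time per transcript, which uses all ages of a scenario at once, called 6779 transcripts at 1 µM (3965 higher, 2814 lower) and 13991 at 2 µM (6763 higher, 7228 lower) of the early scenario, among 55321 transcripts. In the late scenario it called 7913 at 2 µM (3515 higher, 4398 lower) and 15161 at 5 µM (5972 higher, 9189 lower). With 75th percentile scaling the direction turned, with 57.0% of the calls higher at 2 µM and 75.6% at 5 µM of the late scenario, and 60.8% at 2 µM of the early one. With normexp, 42.5% were higher at 1 µM of the early scenario. Calls of the early concentrations overlapped by 22.8% of their union and those of the late ones by 23.8%, while calls of different starts overlapped by 10.9% to 17.5%. Simulated unchanged groups against the same controls overlapped by 15.8% (early) and 14.4% (late) within a start and by 3.16% to 4.26% between starts, so part of the larger overlap within a start may come from the shared controls. These simulated groups called 165 to 292 of 5000 transcripts, a smaller share than the real ones. Their shares of the union are therefore not like for like. Independent lists of the real sizes would share 1714 (early) and 2169 (late) within a start, where 3858 and 4437 were shared. Between starts they would share 970 and 1858 (early 1 with late 2 and 5 µM) and 2001 and 3834 (early 2 µM). There, 1576, 2152, 2653 and 4336 were shared. With a different control replicate for each concentration, the overlap was 24.6% or 25.0% (early) and 20.0% or 21.7% (late) within a start and 7.30% to 13.5% between starts. Unchanged groups treated in the same way gave 27.8%, 15.7% and 5.03% to 5.19%, so the size of the early overlap did not exceed that of unchanged groups. They too called a smaller share of transcripts (453 to 465 of 5000) than the real groups, so the overlaps between starts are not like for like. Of the calls shared with split controls, 62.1% or 63.2% (early) and 80.2% or 82.6% (late) had the same direction, against 52.1% and 48.3% for the unchanged groups, which hold no noise shared between arrays. In total, 526 transcripts were called in all 4 conditions, against 67.2 for independent lists of these sizes. They made up 1.82% of the union, against 0.215% for 5000 simulated unchanged transcripts, of which a smaller share was called. As a background, control replicate 2 set against control replicate 1 gave 4728 calls in the early and 5906 in the late scenario, where 1 µM and 2 µM set against the same control replicate gave 5527 and 8231. The number of transcripts outside the interval was highest at 26 hpf (1 µM) and 13 hpf (2 µM) in the early scenario, and at 54 hpf (2 µM) and 52 hpf (5 µM) in the late one. With the 6 arrays left out, the model called 3947, 6769, 8000 and 8541 transcripts in the same order, with more higher (3696) than lower (3073) at 2 µM of the early scenario, and the highest numbers lay at 13, 28, 54 and 62 hpf.

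The changes at the concentrations of a scenario went together. At 27 to 72 hpf, 3622 transcripts were called in the same direction at 1 and 2 µM of the early scenario, against 645 for independent lists. The changes correlated across transcripts, which are not independent replicates, with r = 0.73 (covariance 0.074). Unchanged groups against the same controls gave r = 0.38 and a covariance of 0.0092 in simulation. With a different control array for each concentration, 470 transcripts were shared (75.2 for independent lists) with r = 0.44 and a covariance of 0.043. At 2 and 5 µM of the late scenario, 13 transcripts were shared (0.16 for independent lists) with r = 0.56 and a covariance of 0.021 (0.33 and 0.0076 simulated), and 3 with the controls split (r = 0.16, covariance 0.0078). Between the starts at 2 µM, which share no controls, 27 transcripts were shared (4.39 for independent lists) with r = 0.45 (covariance 0.029). Both starts share the columns of treated and control arrays, except at early 72 hpf, and the simulations do not hold this layout. Leaving out the 6 arrays, the shared transcripts numbered 31, 1 and 15 in these 3 comparisons, with r = 0.49, 0.52 and 0.28 and covariances of 0.033, 0.016 and 0.015.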

Values the study reported

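The study reported 3603 differentially expressed genes at 1 µM and 6920 at 2 µM after the early start, and 3636 at 2 µM and 7394 at 5 µM after the late start. It gave overlaps of 25% between the early concentrations and 23% between the late ones, and of 9 to 14% between different starts. It counted 240 genes (1.6%) as changed in every condition, which a legend gives as 283, and an overlap of 11% between early and late exposure at 2 µM.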

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

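The prediction of the group's shift from the placed age was written before its result was seen and the contrast of the starts was planned, while the other tests in this part were chosen after the results were seen. The largest sets of differing transcripts lay on the 6 arrays with over 1000 marked spots or a low spike-in slope (one-sided exact permutation test, p = 1.1e-06, the smallest it can give). Because these limits were set after the arrays were seen, that p is not an independent test. The control arrays named below are those left after the study's removal of a flagged control. RNA spiked into every sample at set amounts deviated from the controls of the same age by 2.01 on the log2 scale at late 5 µM, 48 hpf, and by 1.70 at early 2 µM, 12 hpf, against at most 0.435 on a control array. A response to the compound is not excluded at late 48 hpf, where 83.8% of the calls at 5 µM had the same direction at 2 µM with the controls split, above the 71.1% of any other age. At early 12 hpf the share was 65.4% or 72.0%, depending on the control replicate, against up to 67.6% at other ages, and it was 83.6% or more at early 1 µM, 27 hpf (other ages up to 87.2%) and 43.5% to 64.7% at early 2 µM, 72 hpf (up to 88.5%), so a response and array quality cannot be told apart there. Array quality may therefore account for part of these calls, and how large a part was not tested.

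Transcripts that rose at late 2 µM were also higher after the early start. Position on the slide goes with treatment except at 72 hpf of the early scenario, where treated and control columns are exchanged. There the group was still higher, by 0.198 at 1 µM and 0.340 at 2 µM, against a difference of 0.04 between the controls. Position alone would turn the sign at that age. The 2 µM array is among the 6, so the check rests on 1 other array and a part played by position stays open. Without the 6 arrays the shift at early 2 µM was 0.34 (exact p = 0.037, the smallest that 3 ages allow, so that the adjusted p rose from 0.0317 to 0.19 with fewer arrays). The shift therefore did not rest on the 6 arrays alone. Of the 2 µM arrays left, those at 27 and 48 hpf still carried 365 and 411 marked spots, against at most 58 and 50 on the controls of these ages. A part played by array quality therefore stays open. The change predicted from the younger placed age was -0.018 (SD 0.08 over ages), below the observed 0.38. A response to the compound at either start is a hypothesis that may account for the group (exact p = 0.00617 on the early arrays), and other causes that go with treatment stay open.

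Transcripts switched on by 48 hpf were lower after the early start. At 72 hpf, with the columns exchanged, they were lower on both treated arrays (-0.086 at 1 µM and -0.478 at 2 µM, against 0.03 between controls). Position alone would turn the sign at that age. The 2 µM array is among the 6, so the check rests on 1 other array and a part played by position on the slide stays open. Leaving out the 6 arrays moved the shift at 2 µM from -0.50 to -0.43 (exact p = 0.037, the smallest that 3 ages allow, adjusted p 0.0317 before and 0.19 after), so it did not rest on these arrays alone. The 2 µM arrays left at 27 and 48 hpf still carried 365 and 411 marked spots, against at most 58 and 50 on the controls of these ages. A part played by array quality stays open there, and at 1 µM (-0.14, exact p = 0.111) quality cannot be told apart. Slower development may account for the shift, but transcripts that fall with age alone gave a placed age that differed by -6.86% at 2 µM (5 of 5 ages, exact p = 0.105), which does not decide it.

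The change at 2 µM differed between the early and the late start for 552 transcripts, against 203 without the 6 arrays, 74 to 1398 without single arrays and 0 in the additive limma fit (7797 at an unadjusted p under 0.05), and chance could not be excluded (highest other split 5970). Spike-in RNA deviated by more than on any control array on 8 of 27 treated arrays: besides the 2 named above, by 0.466 at early 1 µM 27 hpf, 0.812 at early 1 µM 30 hpf, 1.32 at early 2 µM 36 hpf, 0.480 at late 2 µM 72 hpf, 0.851 at late 5 µM 27 hpf and 0.475 at late 5 µM 72 hpf. At early 36, late 27 and late 72 hpf only 1 control had spike-in data, so no control deviation was measured there. At late 27 hpf that control had a slope of 0.969, the lowest outside the 6, against 1.03 at 5 µM. Which of these arrays deviated there cannot be told. Marked spots were more numerous than on any control array (799) on 5 of 32 treated arrays, with 3004 and 1691 at early 1 µM 27 and 36 hpf, and 2200, 1810 and 1079 at early 2 µM 12, 36 and 72 hpf.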

How the results depend on the processing

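The settings without the 6 arrays, with marked spots kept (also within the additive fit) and with controls split were chosen after the results were seen, as were the other scalings of shared calls and group shifts, leaving out arrays for group shifts and placed age, all settings at the 4 single ages, the control background of the smooth model and its overlap with split controls or simulated groups. No tested shift changed sign past its threshold, but the split of calls into higher and lower turned with the scaling, as given below. The cause was not tested for any change below, apart from fewer arrays or a wider spread by construction. Counts of limma calls are given in the order of the conditions named.

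With normexp and quantile, early 1 µM gave 1043 (3 to 24 hpf, 69.8% higher against 54.5%), 11387 (27 to 72 hpf, 33.8% against 50.3%) and 142 (96 hpf), early 2 µM 56 at 96 hpf, late 2 µM 198 and 189, late 5 µM 1422 (60.7% higher against 33.5%) and 251. The 2 minus 1 µM contrast gave 653, 1453 and 112, the 5 minus 2 µM contrast 34 and 58, and early minus late 2789 (35.2% higher against 54.3%). At single ages, early 1 µM 27 hpf gave 13963 (32.9% higher against 50.5%), early 2 µM 12 hpf 19323 (45.0% against 56.0%) and late 5 µM 48 hpf 11921 (50.5% against 39.6%). Shared calls were 7592 (early concentrations), 71 (late) and 130 (between starts).

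With 75th percentile scaling, early 1 µM 96 hpf gave 15, early 2 µM 3 to 24 hpf 6440 (70.5% higher against 55.6%), late 5 µM 27 to 72 hpf 1315 (90.9% higher against 33.5%), 2 minus 1 µM 1632 at 3 to 24 hpf (76.7% against 63.9%) and 16 at 96 hpf. At single ages it gave 9738 at early 1 µM 27 hpf (35.6% against 50.5%), 23333 at early 2 µM 12 hpf (67.8% against 56.0%) and 12810 at late 5 µM 48 hpf (91.8% against 39.6%), and 24 calls shared by the late concentrations. The smooth model had 67.5% (early 1 µM), 60.8% (early 2 µM), 57.0% (late 2 µM) and 75.6% (late 5 µM) of its calls higher, against 58.5%, 48.3%, 44.4% and 39.4%, so the split between higher and lower calls depends on the scaling. With normexp the smooth model had 42.5%, 40.2%, 46.1% and 49.1%.

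Each scenario normalised and fitted on its own gave 975 (early 1 µM 3 to 24 hpf), 15 (96 hpf), 7 (early 2 µM 96 hpf), 26 (late 2 µM), 38 (late 2 µM 48 hpf), 179 (late 5 µM), 859, 459 and 10 (2 minus 1 µM), 6 and 2 (5 minus 2 µM). The additive fit, with marked spots kept, gave 0 (early 1 µM 3 to 24 hpf), 25, 0 (early 2 µM 3 to 24 hpf), 2484, 3 (late 2 µM), 1 (late 5 µM), 0 and 0 (2 minus 1 µM), 0 (5 minus 2 µM) and 0 (early minus late). For these counts of 0 by limma, 2915, 4402, 1759, 2784, 1464 and 7797 transcripts had an unadjusted p under 0.05. The authors' table gave 1 (early 2 µM 96 hpf), 1358 (2 minus 1 µM), 42 (5 minus 2 µM) and 1576 (early minus late), and a shift of 0.16 (exact p = 0.0617) of the 39 transcripts at early 2 µM, 3 to 24 hpf. Marked spots kept gave 1, 1359, 43 and 1550 for the same counts. The filter asking for a probe above background on 50% of the arrays gave 5 for 5 minus 2 µM at 96 hpf.

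Without the 6 arrays and their ages the counts were 50 (early 1 µM), 692 and 2337 (early 2 µM), 11 (late 5 µM), 53 (2 minus 1 µM), 8 (5 minus 2 µM) and 203 (early minus late). Shared calls numbered 31, 1, 15 and 166. The smooth model called 3947, 6769 and 8541 (early 1 µM, early 2 µM, late 5 µM). The placed age at early 1 µM was 5.43% younger (exact p = 0.0741), the shift of the 39 transcripts at early 2 µM, 3 to 24 hpf, 0.079 (exact p = 0.148) and that of switched-on transcripts at early 1 µM -0.14 (exact p = 0.111). Controls split gave 470, 3, 5 and 279 shared calls. A threshold of 0.1 gave 2155, 6567, 3170 and 8640 smooth model calls, and REML smoothing 4004 and 8065 in the early scenario. With 500 transcripts the early 1 µM embryos at 3 to 24 hpf were placed 1.88% younger (exact p = 0.346).

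Leaving out 1 array at a time, counts ranged from 1186 to 3155 and 310 to 7734 (early 1 µM, 3 to 24 and 27 to 72 hpf), 21 to 69 (96 hpf), 692 to 6892, 7052 to 14443 and 17 to 62 (early 2 µM), 11 to 201 and 7 to 13 (late 2 µM), 11 to 2837 and 0 to 12 (late 5 µM, limma, with 2305 at an unadjusted p under 0.05 for the count of 0), 955 to 2450 and 78 to 1231 (2 minus 1 µM), 8 to 49 (5 minus 2 µM), 74 to 1398 (early minus late) and 4260 to 5083 (late 5 µM 48 hpf). Placed age at early 1 µM, 3 to 24 hpf, ranged from 2.72% to 4.55% younger. Shifts ranged from 0.079 to 0.20 (the 39 transcripts at early 2 µM, 3 to 24 hpf), -0.37 to -0.22 (switched-on transcripts, early 1 µM) and -0.17 to -0.076 (late 2 µM). Of the other settings, 206 comparisons of main results and 165 of other values moved by less than the limits used here. No paired analysis was possible because treated groups hold replicate 1 alone, so that the groups share fewer than 2 replicate numbers. Age is a part of every fit. Alternatives on probe choice, gene lists and vessel genes were not run for lack of gene names, and the slide block was not run because each age of a scenario lies on 1 slide. Signal over background limits the youngest ages most.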

Other observations

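The splits of the smooth model were planned before their results were seen, and the other splits were chosen after. Among the 1577 transcripts lower at early 2 µM without the 6 arrays, 36.7% belonged to the class that rises from 27 to 96 hpf, which holds 7.12% of the transcripts tested. Of the 760 that were higher, 16.1% belonged to the class that falls over that period, which holds 2.66%. With all arrays these shares were 18.6% and 5.52%. In all 4 conditions 8 transcripts were higher and 3 lower at 27 to 72 hpf, and without the 6 arrays limma called 0 and 0 in all 4. The 447 transcripts switched on from 48 to 72 hpf shifted by -0.30 at early 2 µM (5 of 5 ages, exact permutation p = 0.0123, adjusted 0.0494), and by -0.15 without the 6 arrays (exact p = 0.0741).

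Treated and control arrays were exchanged within ages to ask how many transcripts other splits of the arrays would call. Shares of splits with as many calls, which count the real split, were not adjusted over the contrasts. The share was under 0.05 for early 2 µM at 27 to 72 hpf (13188, highest other 12901, 1 of 100 splits as large, and without the 6 arrays 2337 against 1027, 1 of 27). It was also under 0.05 for early 1 µM at 3 to 24 hpf, although another split called more (1592 against 1727, 2 of 81), and, without the 6 arrays, at 27 to 72 hpf (50 against 31, 1 of 27). With all arrays, chance could not be excluded for early 1 µM at 27 to 72 hpf (5378 against 11033, 9 of 100), early 2 µM at 3 to 24 hpf (4177 against 8328, 19 of 81, and without the 6 arrays 692 against 1677, 8 of 27), late 2 µM (46 against 856, 32 of 100), late 5 µM (495 against 6231, 17 of 100, and without the 6 arrays 11 against 5632, 53 of 81) and early minus late at 2 µM (552 against 5970, 8 of 100). Splits that called several times the real count may come from a structure of the arrays other than treatment. The exchange also changes which arrays set the spread, and neither was tested. For the concentrations the splits are too few for a share under 0.05: 2 minus 1 µM had 1380 against 5921 (8 of 8) and 693 against 4069 (12 of 16), and 5 minus 2 µM had 15 against 97 (13 of 16). For the smooth model, on 800 transcripts and 100 splits of all arrays, the unadjusted share was under 0.05 in the 4 conditions. There were 93 calls against 86 (1 split as large) and 197 against 185 (1) in the early scenario, and 115 against 119 (3) and 226 against 244 (4) in the late one. In the late scenario other splits called more than the real one, so chance is not excluded there.

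The smooth model called 6779, 13991, 7913 and 15161 transcripts at early 1 µM, early 2 µM, late 2 µM and late 5 µM. These counts, from all arrays, are higher than the gene counts quoted from the study above, and they count transcripts, several of which can belong to the same gene. Without the 6 arrays the count at early 2 µM was 6769, below the study's, while those of the other conditions stayed above.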
